A study of Mus musculus with 4 samples. Its data were reported in "Chromatin profiling identifies chondrocyte-specific Sox9 enhancers important for skeletal development" (2024).

How the data were processed

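ATAC-Seq measures open chromatin by the places where the Tn5 transposase can insert sequencing adapters. It was applied to primary chondrocytes, the cells of cartilage, isolated from mouse rib. There were 4 libraries. Cho had 2 replicates, and WT and the deletion of both E160 and E308 had 1 library each. E308 and E160 are elements upstream of Sox9, a gene for a transcription factor of cartilage. Groups were taken from the sample labels. Because each genotype had 1 library, a comparison of WT and the deletion compares 2 libraries, not the genotypes, and no p-value is given for it.

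Per the study methods, the authors preprocessed the reads with fastp, aligned them with Bowtie2, removed duplicates and called peaks with MACS2 at a q-value of 0.05. The deposited files hold 1 list per library, so each list was read as called on that library alone. Each deposited list gives a position, a summit and 4 values per peak. The deposited fold enrichment is a ratio of summit pileup to background, with 1 added to both. The authors' lists also give the −log10 of the p-value and the −log10 of the q-value. The deposited score is 10 times the −log10 q-value, cut to a whole number. These values belong to each peak within its own list and move with depth and background.

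The lists differed in how they were made. Cho replicate 1, WT and the deletion used positions of NCBIM37 (mm9). In Cho replicate 2, 99 peaks lay on 24 sequences that NCBIM37 does not have, and 325 peaks ended past the end of the NCBIM37 chromosome. With gene positions of GRCm38 (RefSeq), 64.7% of promoters held a Cho replicate 2 peak, against 17.1% with NCBIM37 positions (GENCODE). Cho replicate 2 was therefore read as GRCm38, although the methods name mm9. No coordinates were converted. The Cho replicates were compared gene by gene, over 18101 protein-coding genes found by symbol in both annotations, and by distance from the Sox9 TSS in each build. This replaced the overlap of Cho peaks chosen before the data were examined. In Cho replicate 1 every solved peak had 1 constant background, and 11573 entries were further summits of an interval already listed; 1 peak per interval, the strongest, was kept. The other lists used local backgrounds.

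Summit pileups were solved from the deposited fold enrichment and p-value under the Poisson model of MACS2. A whole pileup met both values for 99.967% of entries in Cho replicate 1, 99.996% in Cho replicate 2 and 100% in WT and the deletion. The most frequent background of a library, divided by its smallest peak width, gave its depth as tags per Mb of genome. The solution was tested on simulated data. It recovered 99.995% of 19894 simulated WT peaks and 100% of 19770 simulated deletion peaks. Simulated sites raised by a log2 ratio of 1.5 passed the 97.5th percentile in 100% of trials, and unchanged sites in 2.5%. The rate of unchanged sites follows from their random draw, and the rise exceeds the median measured at the named sites. Sites picked for looking stronger were not simulated.

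Overlaps were found with bedtools 2.31.1, at 1 bp or more. Shares have 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only. Percentiles place the median ratio of a list of sites among 10000 random lists of shared peaks matched on mean log2 fold enrichment. For each named site, the peak with the highest fold enrichment within 1.5 kb of the distance the study gives was used, or the peak overlapping the element for E308 and E160. Fold enrichments from different lists were compared because the design was fixed so, although their order can change with the measure. Summit pileups over library background, or their ratios, are given beside them for E308, E160 and the other candidate sites. They are also given for the 4 sites named as stronger with a peak in both libraries. The same holds for the promoters of Sox9, Col2a1, Actb and Acan. The remaining values are fold enrichments alone. Mitochondrial similarity was searched with blastn 2.17.0. Other work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

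Named sites followed a rule fixed before the data were examined. They were the sites the study named upstream of Sox9, the promoters of Sox9, Col2a1, Acan, Col1a1 and Actb, and, within 1.5 Mb upstream of Sox9, the 3 peaks of highest fold enrichment in each of WT and the deletion with no overlapping peak in the other. Alternatives covered stricter q-values, overlap of at least 50%, equal numbers of strongest peaks, other windows, other measures and other reference libraries. Signal tracks, ChIP-Seq and RNA-Seq were not analysed here.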

Results

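Open chromatin was profiled in 4 ATAC-Seq libraries of primary rib chondrocytes. Cho replicate 1 had 76242 peaks, Cho replicate 2 had 148330, WT had 90971 and the deletion library had 169591. Depth from the background was 6841 tags per Mb in Cho replicate 1, 20817 in Cho replicate 2, 4622 in WT and 8697 in the deletion library. The value of Cho replicate 1 includes mitochondrial tags, so its nuclear depth is lower. The median fold enrichment was 6.33, 7.93, 6.86 and 6.25, in the same order. WT and the deletion had no replicates.

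The first question was whether peaks lay at promoters. In Cho replicate 1, 14.8% of summits lay within 1 kb of a TSS (95% interval 14.5% to 15.0%). The share was 9.27% in Cho replicate 2 (9.12% to 9.42%), 16.9% in WT (16.7% to 17.2%) and 11.4% in the deletion library (11.3% to 11.6%). Such positions make up 1.36% of the sequenced bases of NCBIM37. Within 2 kb, the WT share was 19.5%.

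Replicate agreement was measured at promoters, since the Cho lists use different builds. Of 10600 promoters with a peak in Cho replicate 1, 92.3% also had one in Cho replicate 2 (91.7% to 92.8%), where 64.7% of all promoters had one. Across genes, which are not independent replicates, the Spearman correlation of fold enrichment at promoters was 0.447 between the Cho replicates and 0.862 between WT and the deletion library. Cho replicate 2 had a correlation of 0.811 with WT and 0.847 with the deletion library, and Cho replicate 1 had 0.533 and 0.392. Of the Cho replicate 1 promoters, 96.3% had a peak in WT and 99.0% in the deletion library. The Cho lists were also made with different peak-calling settings. Cho replicate 2 had 1.95 times as many peaks as Cho replicate 1.

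Marker promoters were then examined. Sox9 lies on chromosome 11 from 112643538 to 112649074 on the plus strand of NCBIM37. Its promoter had a fold enrichment of 18.6 in Cho replicate 1, 11.8 in Cho replicate 2, 9.47 in WT and 8.68 in the deletion library. At Col2a1 the fold enrichment was 4.65, 5.71, 5.56 and 5.04. At Acan no summit lay within 1 kb of the TSS in Cho replicate 1, and the fold enrichment was 5.58 in Cho replicate 2, 5.76 in WT and 5.92 in the deletion library. At Col1a1 it was 6.76, 7.02, 6.15 and 4.88. These Col1a1 values are not from the same peak. The summits used lay 821 bp and 983 bp from the TSS in Cho replicates 1 and 2. They lay 24 bp and −26 bp from it in WT and the deletion library. The Cho lists also had weaker summits nearer the TSS, at 61 bp and 23 bp. At Actb the fold enrichment was 17.3 in Cho replicate 1, 8.13 in WT and 6.14 in the deletion library. In Cho replicate 2 the nearest summit lay 1193 bp from the annotated Actb TSS, outside the window. Actb ran from 142903115 to 142907976 there (RefSeq), a longer span than 143664794 to 143668433 in NCBIM37 (GENCODE). The annotations may thus differ in the TSS, so a missing promoter peak is not shown. The order of the libraries depended on the measure. Summit pileups divided by library background were 31.4, 96.1, 102.6 and 91.03 at Sox9, where Cho replicate 1 had the highest fold enrichment and the lowest scaled pileup. At Actb they were 29.2 in Cho replicate 1, 138.7 in WT and 95.8 in the deletion library. At Col2a1 they were 7.31 in Cho replicate 1, 140.0 in Cho replicate 2, 91.5 in WT and 84.6 in the deletion library. The similar Col2a1 fold enrichments thus hide a far lower scaled pileup in Cho replicate 1. At Acan the deletion library had the higher fold enrichment and WT the higher scaled pileup, 30.5 against 28.7.

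E308 and E160 were called in both Cho replicates. The mean fold enrichment was 26.6 ± 4.79 (SD, n = 2) at E308 and 13.3 ± 2.68 (SD, n = 2) at E160. Divided by the median of promoters called in all 4 libraries, a scaling chosen after the data were seen, the means were 1.69 and 0.844. The Cho replicates lay farther apart in summit pileup over library background. At E308 this was 39.5 in Cho replicate 1 and 149.7 in Cho replicate 2, against 72.1 in WT. At E160 it was 19.0 and 54.7, against 86.0 in WT. By this measure the Cho replicates lay on either side of WT at E308 and both below WT at E160. In WT, the E308 peak ran from 112334638 to 112334879 on chromosome 11 of NCBIM37, with a fold enrichment of 15.4 and a summit pileup of 26. The WT peak at E160 ran from 112482251 to 112482586, with a fold enrichment of 13.4 and a summit pileup of 31. Both summits were intergenic. The 51 bp of reference sequence centred on the WT summit were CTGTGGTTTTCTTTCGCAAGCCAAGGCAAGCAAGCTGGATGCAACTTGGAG at E308, from 112334726 to 112334776. At E160 they were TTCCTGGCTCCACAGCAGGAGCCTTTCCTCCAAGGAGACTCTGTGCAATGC, from 112482443 to 112482493.

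The sequences with predicted motifs of Pitx1, a transcription factor, used in the pull-down assays of the study were matched to NCBIM37. The study reported that Pitx1 bound P1 and P3 but not P2. P1 and P2 in E160 began at 112482324 and 112482596, and P3 in E308 began at 112334648, all on chromosome 11. The middle of P1 lay at −128 bp and that of P2 at 144 bp from the WT summit of E160, and the middle of P3 at −87 bp from that of E308.

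In the deletion library, no peak was called at E160. At E308 a weak peak was called from 112334735 to 112334858, with a fold enrichment of 3.07, a −log10 q-value of 1.42 and a summit pileup of 4, the smallest called in that library. Scaled to library background, this was 8.86% of the WT pileup (2.25% to 25.5%, counting error only), and scaled to tag depth 8.18%. A pileup of 3, the highest below any call in that library, would put E160 at 5.57% of WT by background (1.09% to 17.9%) and 5.14% by tag depth. This limit assumes the library background. Of 13675 WT peaks with at least the pileup of E308, 11 overlapped no deletion peak.

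Of WT peaks, 95.9% overlapped a peak of the deletion library (95.8% to 96.1%). Of deletion peaks, 49.4% overlapped a WT peak (49.2% to 49.7%). With equal numbers of strongest peaks, the shares were 82.7% and 78.6%. The deletion library had 1.86 times as many peaks as WT and 1.88 times its depth. The ratio of peak numbers between the Cho replicates was of similar size.

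Whether other sites upstream of Sox9 were more open after the deletion was compared next. In the 1.5 Mb upstream, from 111143538 to 112643537 on chromosome 11, WT had 56 peaks and the deletion library 110, a ratio of 1.96. Of 10000 random autosomal windows of this length, 8623 held at least 10 WT peaks, and the ratio upstream of Sox9 lay at percentile 56.7 of these. With equal numbers of strongest peaks genome-wide, the ratio was 0.839.

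**Figure D1:**
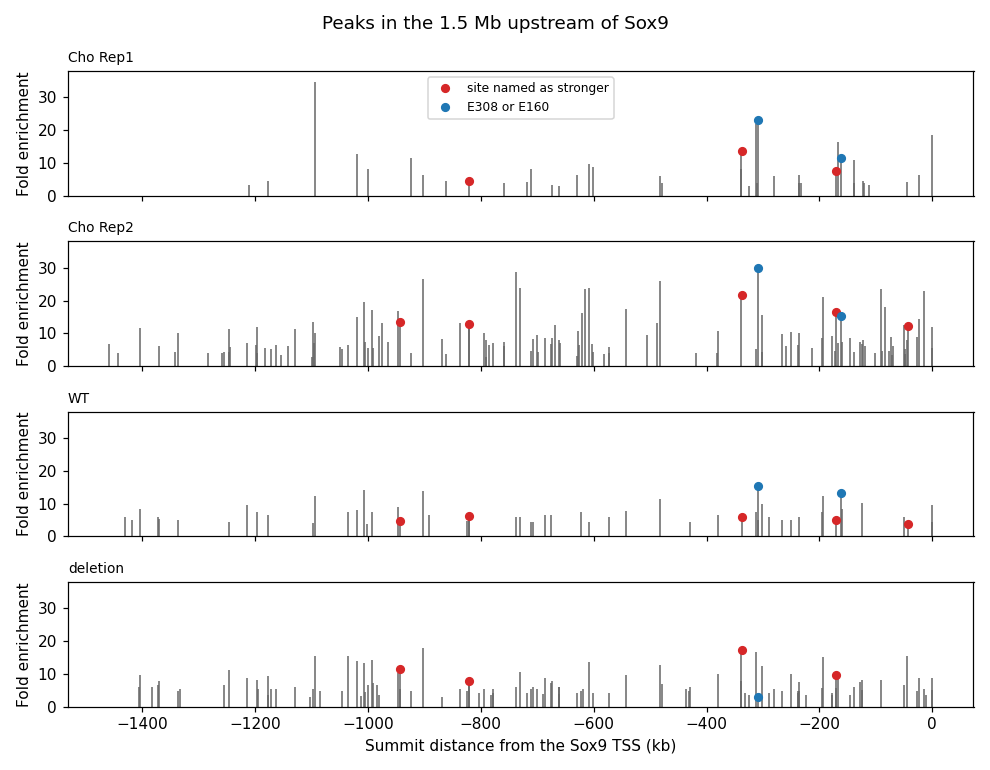
Fold enrichment of each peak (vertical axis) by summit distance from the Sox9 TSS in kb (horizontal axis), with 1 panel per library, lines for peaks and dots for the named sites. E308 and E160 stand at 15.4 and 13.4 in WT, while the deletion library has a value of 3.07 at E308 and no peak at E160.

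Of the 5 sites the study named as stronger after the deletion, 4 had a peak in both libraries. At the site whose deletion peak ran from 112305252 to 112305594, the fold enrichment was 5.88 in WT and 17.4 in the deletion library, a log2 ratio of 1.56. At the peak from 111700388 to 111700609, it was 4.57 and 11.6 (log2 ratio 1.34). At the peak from 112472388 to 112472730, it was 5.15 and 9.79 (log2 ratio 0.93). At the peak from 111823281 to 111823474, the deletion value was 7.96. The highest WT value within the window, 6.13 (log2 ratio 0.38), belonged to a peak that did not overlap it, from 111822801 to 111823095. The WT peak that overlapped it had a fold enrichment of 4.77, which gives a log2 ratio of 0.74. All 4 were intergenic. At the remaining site, WT had a peak with a fold enrichment of 3.68 in an intron of BC006965 and the deletion library had none within 1.5 kb. A deletion peak with a fold enrichment of 15.5 lay outside this window, at −44.95 kb, and overlapped no WT peak.

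The median log2 ratio of the 4 sites was 1.14, at percentile 99.81 of matched random lists. The study named the sites from data that include these libraries, so this is not independent evidence. It also showed ChIP-Seq of H3K27ac, a histone mark of active promoters and enhancers, for both genotypes. That ChIP-Seq was not analysed here. The median of all 83116 shared peaks was 0.26. The WT summit pileups of the 4 sites were 6 to 8. Scaled to library background, the pileup ratio of the site from 112305252 was 2.39 (1.02 to 6.45, counting error only), and the intervals of the other 3 sites included 1. The ratio was 2.21 at the site from 111700388, 1.92 at that from 112472388 and 1.01 at that from 111823281. The last used the WT peak that did not overlap the deletion peak. With the WT peak that overlapped it, the log2 ratio of pileups scaled to library background was 0.43. Scaled to tag depth, the ratio at the site from 112305252 was 2.202 (0.944 to 5.95). At the others, in the same order, it was 2.04, 1.77 and 0.93. By tag depth, the intervals of all 4 sites included 1. With Cho replicate 1 in place of WT, the median of the 3 sites with a peak in both was 0.37, at percentile 57.98. At the site from 111823281, the Cho replicate 1 peak, from 111822680 to 111823175, did not overlap the deletion peak. With the uncalled site kept at the limit of a call, and random peaks treated alike, the median was 0.57, at percentile 36.3. The percentile against WT was 99.0. The value of 0.57 rests in part on the pair of different peaks at the site from 111823281. With Cho replicate 2 in place of WT the median of the sites was −0.51. The 11060 promoters called in both libraries had a median of −0.52. Promoters may not stand for distal sites: against WT their median was 0.01, and that of all shared peaks 0.26.

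**Figure D2:**
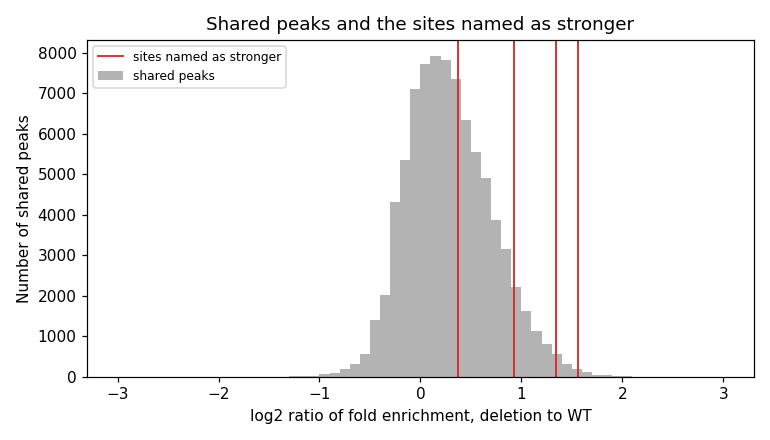
Number of shared peaks (vertical axis) by log2 ratio of fold enrichment, deletion to WT (horizontal axis), with red lines at the 4 sites named as stronger. The lines lie between 0.38 and 1.56, and the median of the shared peaks is 0.26.

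Among the other candidate sites, the peak at −1093.6 kb in WT had a fold enrichment of 12.2, and 15.4 in the deletion library. Its pileups over library background were 52.7 and 59.1. In Cho replicates 1 and 2 its fold enrichment was 34.6 and 10.2, with scaled pileups of 59.2 and 50.6. The candidate at −338.1 kb is the site from 112305252 above. It had a fold enrichment of 13.5 in Cho replicate 1 and 21.6 in Cho replicate 2. Its scaled pileups were 22.7 and 32.2 there, 19.4 in WT and 46.3 in the deletion library. The candidate near −138.7 kb had 10.98 in Cho replicate 1, 4.40 in Cho replicate 2 and 6.15 in the deletion library, and was not called in WT. Its pileups over library background were 18.3, 6.13 and 14.4. The testis site farther from Sox9 was called in none of the 4 libraries. Near the other testis site, a peak with a fold enrichment of 3.69 was called in the deletion library, at −11.9 kb, and none within 1.5 kb in the other 3. Just outside this window, Cho replicate 2 had a peak of 23.0 at −15.15 kb and the deletion library one of 5.53 at −15.17 kb, so this comparison depends on where the site is placed.

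Of the peaks upstream of Sox9, 61 in the deletion library overlapped no WT peak, and 34 of these had a Cho summit at the same distance within 150 bp. The 3 with the highest fold enrichment were at 112598521 to 112598689 (15.5, an intron of BC006965), 112477035 to 112477275 (9.39, intergenic) and 112619370 to 112619683 (8.61, an intron of BC006965). Each was also called in both Cho replicates. The 3 such WT peaks of highest fold enrichment were the E160 peak above, a further peak at 112482863 to 112483276 (8.32) that overlapped the deleted E160 element as well, and one at 112021838 to 112021962 (7.35), all intergenic.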

Values the study reported

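The study placed about 10% of its ATAC-Seq and ChIP-Seq signal near promoters, with a range from 8.2% to 13.7%, against 1.1% for the genomic background. It named –943 kb, –820 kb, –338 kb, –171 kb and –43 kb as places where peaks of the double-deletion mice exceeded those of WT. It placed its strong chondrocyte peaks at –1,093 kb, –337 kb, –308 kb, –160 kb and –138 kb.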

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

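The search of the other nuclear peaks for mitochondrial sequence was chosen after the result was seen.

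Cho replicate 1 had 31 summits on the mitochondrial genome, in 2 of its 76242 intervals, with fold enrichments from 42.6 to 116717. These intervals were counted in the totals of that list, and no comparison above examined them. WT and the deletion library had none, and Cho replicate 2 had 3 peaks, of at most 1.91. Summit pileups joined by straight lines would amount to at most 80.4% of the tags of Cho replicate 1, since summits are maxima. Its nuclear depth is thus lower than its background states. Of 15 nuclear peaks with a fold enrichment of at least 100, 3 (20%) matched the mitochondrial sequence, which argues against mitochondrial reads as the source of most of them. Of the other 76225 nuclear peaks, 0.00656% matched. Mitochondrial reads kept before peak calling may account for those 3, among them a peak on chromosome 1 from 24618393 to 24622746, 99.954% identical and with a fold enrichment of 901. The others stay open. No biological explanation was tested.

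Cho replicate 2 had 99 peaks on sequences that NCBIM37 does not have. A list made on GRCm38 is a candidate explanation: with GRCm38 gene positions 64.7% of promoters held a peak, and with NCBIM37 positions 17.1%. For Cho replicate 1 the shares went the other way, 9.91% and 58.6%. No biological explanation was tested.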

How the results depend on the processing

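The alternatives using every summit, thinned pileups, promoters, scaled Cho replicate 1 pileups, scaled pileups at E308 and E160, tag depth and the limit of a call were chosen after the data were seen.

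The ratio of peak numbers, deletion to WT, ranged from 1.48 to 1.86 and stayed above 1 under all alternatives run, and that of the Cho replicates from 1.69 to 2.49. The WT share found in the deletion library was 94.0% with an overlap of at least 50% and 82.7% with equal numbers of strongest peaks. The deletion share found in WT was 38.9%, 49.9% at q below 0.01, 53.3% at q below 1e-5 and 78.6% with equal numbers. At other thresholds, the promoter share of Cho replicate 1 in Cho replicate 2 was 95.4% at 2 kb and 92.8% at q below 1e-5.

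Leaving out 1 Cho replicate at a time gave 23.2 to 30.0 at E308 and 11.4 to 15.2 at E160. Divided by the promoter median, which changes the unit, the means were 1.69 and 0.844. In pileup over library background, another unit, they were 94.6 ± 78.0 (SD, n = 2) and 36.8 ± 25.2 (SD, n = 2), a far wider spread relative to the mean than with fold enrichment. Cho replicate 1 has mitochondrial tags in its background, which lowers its scaled pileups. Its fold enrichments use the same constant background and are lowered too. Shares near a TSS at 2 kb were 18.0%, 12.0%, 19.5% and 13.8% for Cho replicate 1, Cho replicate 2, WT and the deletion library, and at q below 1e-5 they were 17.6%, 9.86%, 19.2% and 13.6%.

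The site median was 2.197 with −log10 q-values. With Cho replicate 1 as the reference it was 0.37. With scaled pileups of Cho replicate 1 it was 1.36, where all shared peaks had a median of 1.41. With Cho replicate 2 as the reference the site median was −0.51, a change of sign. Promoters called in both Cho replicate 2 and the deletion library moved by −0.52. The percentile was 99.98 with a window of 3 kb, 99.93 with −log10 q-values, 99.97 with summit pileups over library background, 99.96 without matching and 99.95 when matched on the deletion library. The 3 kb window sets 2 different peaks against each other at the site it adds, so its value is no evidence on that site. The percentile was 57.98 with Cho replicate 1, over 3 sites, and 44.1 with its scaled pileups. With uncalled places at the limit of a call it was 36.3 with Cho replicate 1 and 99.0 with WT. The Cho replicate 1 peak used at the site from 111823281 did not overlap the deletion peak, so these values partly compare different peaks. The cause of the lower percentiles with Cho replicate 1 was not tested. The ratio upstream of Sox9 fell below 1, to 0.839, with equal numbers of strongest peaks, which by construction removes weaker deletion peaks and keeps all WT peaks.

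The alternatives for the overlap of Cho peaks, the percentile against Cho replicate 2 and the scaling over peaks shared by all 4 libraries were not run, because the lists use different builds. No paired analysis was possible because WT and the deletion had 1 library each. WT pileups of 6 to 8 at the named sites limit those ratios.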

Other observations

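The tests against Cho replicate 1, of the E308 call and of the Y chromosome were chosen after the result was seen.

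The deletion library had more peaks than WT. When its pileups were thinned to the WT background, 1.55 times the WT number stayed, and 1.48 times when thinned to the WT tag depth, so depth as the whole source is argued against. Whether genotype, library quality or both account for the rest cannot be answered with 1 library each. Of deletion peaks with no WT peak, 27.3% were in the Cho replicate 1 list, against 3.01% when moved by 20 kb and 23.3% for deletion peaks with a WT peak drawn to the same pileups. Calls missed in WT may therefore account for part of them.

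For the sites named as stronger, library depth was tested as a source of their median. The test cannot decide, because the sites were picked from data that include these libraries. A depth difference moves matched peaks of the same libraries alike. With pileups scaled to background, the median log2 ratio was −0.03 in all shared peaks and 0.08 in random lists. In the sites it was 1.04, at percentile 99.97. Single sites are not decided: the site from 111823281 had a scaled ratio of 1.01. That ratio used a WT peak that did not overlap the deletion peak, and the overlapping WT peak gave a log2 scaled ratio of 0.43. Scaled to tag depth, the intervals of all 4 sites included 1. Because the sites were named from data that include these libraries, picking the largest of many peaks stays open. Among 48 shared peaks drawn at random and matched, the 4 largest ratios had as high a median in 39.4% of draws. The 4 largest ratios within the region had a median of 1.45, which 1.17% of draws reached. With scaled pileups, 11.6% of draws were as high as the sites, and 1.97% reached the 4 largest of the region. A low value in the WT library may also play a part. With all 4 sites, the one uncalled in Cho replicate 1 at the limit of a call, the percentile against that library was 36.3. Cho replicate 1 was made with other settings, and its peak at the site from 111823281 did not overlap the deletion peak. The percentile therefore leaves the explanation open. An effect of the deletion stays open and was not tested, with 1 library per genotype.

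The E308 summit of the deletion library lay 51 bp from that of WT. Of 100000 random upstream positions, 0.018% lay as near to a deletion peak of the smallest pileup, and 0.743% to a deletion peak of any pileup, which argues against a chance call. Reads from undeleted DNA cannot be told apart from other sources. The limit of an uncalled E160, 5.57% of its WT level (1.09% to 17.9%, counting error only), lies within the interval at E308. That limit assumes the library background. In WT the local background at E160 was 1.40, against a library background of 0.36. The ends of the deletions were not examined.

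Cho replicate 1 had 3 peaks on the Y chromosome, Cho replicate 2 had 73, WT 30 and the deletion library 69. Of 3 Y promoters called in WT, 2 were called in Cho replicate 1. With the uncalled one at the limit of a call, the median log2 ratio of scaled pileups, Cho replicate 1 to WT, was −2.51, and that of matched autosomal promoters −2.04. The percentile was 19.26. Lower nuclear depth and fewer cells with a Y chromosome cannot be told apart with 3 promoters. From WT to the deletion library, the median log2 ratio of the same 3 promoters was 0.53, at percentile 98.66. Eif2s3y went the other way, with scaled pileups of 38.8 in WT and 33.5 in the deletion library. Whether WT and the deletion library differ in cells with a Y chromosome cannot be told from 3 promoters.

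The share of peaks within 1 kb of a TSS here was 16.9% in WT, 14.8% and 9.27% in the Cho replicates and 11.4% in the deletion library. The shares of WT and Cho replicate 1 are higher than the range quoted from the study above, while those of Cho replicate 2 and the deletion library lie within it. The measures are unlike, so this does not test that range. The study counted ATAC-Seq and ChIP-Seq signal together, while the shares here count ATAC-Seq summits near protein-coding genes. For Cho replicate 2 the gene positions were also from another annotation.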
